A study of Mus musculus with 12 samples. Its data were reported in "Therapeutic Effect of Rapamycin on Aortic Dissection in Mice" (2020).

How the data were processed

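The series measured RNA in the aorta of C57BL/6J mice after 3 days of treatment, with 1 array for each of 12 mice in 4 groups of 3. Per the labels, the model of aortic dissection was a challenge with beta-aminopropionitrile (BAPN, 150 mg/kg/day), which blocks the crosslinking of collagen, and angiotensin II (AngII, 1 µg/kg/min). Rapamycin, an inhibitor of the kinase mTOR, was given at 2 mg/kg/day in dimethylsulfoxide (DMSO), the vehicle. The groups were DMSO, rapamycin, BAPN and AngII with DMSO (BA+DMSO), and BAPN and AngII with rapamycin (BA+rapamycin). Samples were grouped by their treatment labels. The titles of the DMSO samples begin with Pre, which the paper uses for the state before the challenge, while the series record names this group DMSO alone and gives day 3 for all samples. Replicates are numbered in the order of deposition.

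The authors labelled RNA with the dye Cy3 and hybridised it to 1-colour Agilent mouse arrays on 2 slides. Per the file headers, the images were read with Feature Extraction 10.7.1.1, and probes are placed on the mouse build mm9 (NCBI37). Each deposited scanner file holds 62976 spots, of which 3671 are controls. Per the file headers, the processed signal is a background-subtracted and detrended intensity on a linear scale, not normalized between arrays, and the raw spot mean and local background are intensities too. Per the file headers, the other columns used are flags of 0 or 1 per spot, set where a spot is well above background, saturated or an outlier. The deposited matrix holds intensity on a linear scale that was quantile normalized between arrays. That was settled from its values, since the authors' normalization is not stated, and its columns correlated across probes at 0.9999 or more with a quantile normalization of the processed signal.

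The processed signal was put on the log2 scale, spots with an outlier flag were removed, and the spots of a probe were averaged. Of 55681 probes, 6 with no value on some array were dropped. Each array was scaled by subtracting its 75th percentile, so that every value is a log2 difference from that percentile. A probe was tested if at least a share of 0.5 of its spots was well above background on all 3 arrays of at least 1 group. This left 27801 probes with 20026 gene names, and 20355 of them passed on all 12 arrays. The number of arrays limits the precision. All 12 arrays went into one limma 3.58.1 model with a mean for each group and moderated variances (R 4.3.3, with the package data.table in version 1.17.8). The prior had 3.02 degrees of freedom. Tests were two-sided, p values were adjusted by the Benjamini-Hochberg method within each contrast, and a probe was called at an adjusted p under 0.05. A second count used the study's rule of an unadjusted p under 0.01 and a fold change over 4 or under 0.25.

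The contrasts were the challenge (BA+DMSO minus DMSO), rapamycin under challenge (BA+rapamycin minus BA+DMSO), rapamycin alone (rapamycin minus DMSO), the challenge under rapamycin (BA+rapamycin minus rapamycin) and the interaction, which is rapamycin under challenge minus rapamycin alone. Lists of genes for the cell cycle, inflammation, contractile smooth muscle and the striated muscle sarcomere were written by hand before the data were examined, because the study's own gene lists were not used here. Each gene stood by its probe with the highest mean. The lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 16 tests, and for the challenge under rapamycin over its own 4 tests. The score of a list on an array is the median difference of its genes from the DMSO mean, and scores were compared by a two-sided exact permutation test. A further list of 19 genes was tested, of proteins and cell markers that the study measured and of its drug targets Mtor and Egfr. Another 14 lists were written in advance for other cell types and pathways: sterol synthesis, ATF4 targets, extracellular matrix, brown adipocyte, adipocyte, erythroid, nerve, lymphocyte, neutrophil, macrophage, endothelial, interferon response, circadian clock, and a mixed list for mesothelium, kidney, liver and adrenal gland. The turned-back share is the share of probes raised by the challenge whose mean was lower in BA+rapamycin than in BA+DMSO, and the reverse for lowered probes. It was set beside 100 simulated draws with no effect of rapamycin, centred on the observed BA+DMSO means.

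Genes to be named were fixed by a rule before the data were examined. They are the 5 largest rises and the 5 largest falls among called probes of each contrast, with 1 probe per gene, a gene symbol, signal well above background on every array of the higher group and group values that do not overlap. The genes of the study's proteins and, for each list and contrast, the 3 members with the largest change were added. Some genes that met the rule are not reported here. Gene symbols are those of the array files. A gene table from RefSeq held 17563 of the 18192 RefSeq accessions among tested probes, 1736 of them under another symbol. Exons and untranslated regions were not analysed here. The rule ranked fitted differences, which do not order genes that are not well above background in a group. Where a group had no array well above background, a fold change is given as a lower bound, computed after raising its values to at least the lowest signal that was well above background on the same array.

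The fit was tested on simulated data. In the design of the challenge it called 30.0% of the 2-fold, 83.6% of the 4-fold and 93.7% of the 8-fold changes, and 4.03% of its calls were false. For rapamycin under challenge the false share was 3.50%, and for rapamycin alone it was 7.91%. The simulated noise was independent between probes, had the same spread in every group, and few probes were changed. Real BA+DMSO arrays varied more than the others, and shifts shared by the probes of an array were not simulated. These shares therefore hold for that setting and may not hold for the real arrays. The alternatives tried were quantile normalization, the deposited matrix, normexp background correction with an offset of 50, no filter, a filter on all 12 arrays, array weights, slide or title date as a block, a replicate block, only the groups of a contrast, no moderation, fry, camera with an estimated correlation, the mean of all probes of a gene, and leaving out each array. Scaling to detected probes, scaling to 7 spike-in probes, cyclic loess, removal of the probe GC trend, a brightness covariate and gene-by-gene array weights were added after the data were seen. Other series that the study combined with these arrays were not used here. Figures were drawn with matplotlib 3.10.9.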

Results

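RNA levels were measured in the aorta of 12 mice on day 3, in 4 groups of 3. Per the labels, DMSO mice received only the vehicle, and rapamycin mice received the mTOR inhibitor. BA+DMSO mice received BAPN and AngII, the challenge that leads to aortic dissection, with vehicle, and BA+rapamycin mice received the challenge with rapamycin. The 75th percentile of processed signal, a measure of array brightness in intensity units, was 256 ± 30.7 in DMSO, 289 ± 42.6 in rapamycin, 152 ± 86.0 in BA+DMSO and 97.3 ± 19.6 in BA+rapamycin (mean ± SD, n = 3 each). Probes well above background made up 50.4% ± 2.09, 51.8% ± 1.30, 45.7% ± 4.35 and 43.6% ± 2.10 in the same order. No spot was saturated. Correlations between arrays of a group, taken across probes, were 0.987 to 0.993 in the DMSO and rapamycin groups, 0.912 to 0.961 in BA+DMSO and 0.974 to 0.982 in BA+rapamycin. Probes are not independent replicates. DMSO arrays lay on 1 slide and all challenged arrays on the other, so slide and challenge are nearly confounded. Rapamycin arrays lay on both.

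**Figure D1:**
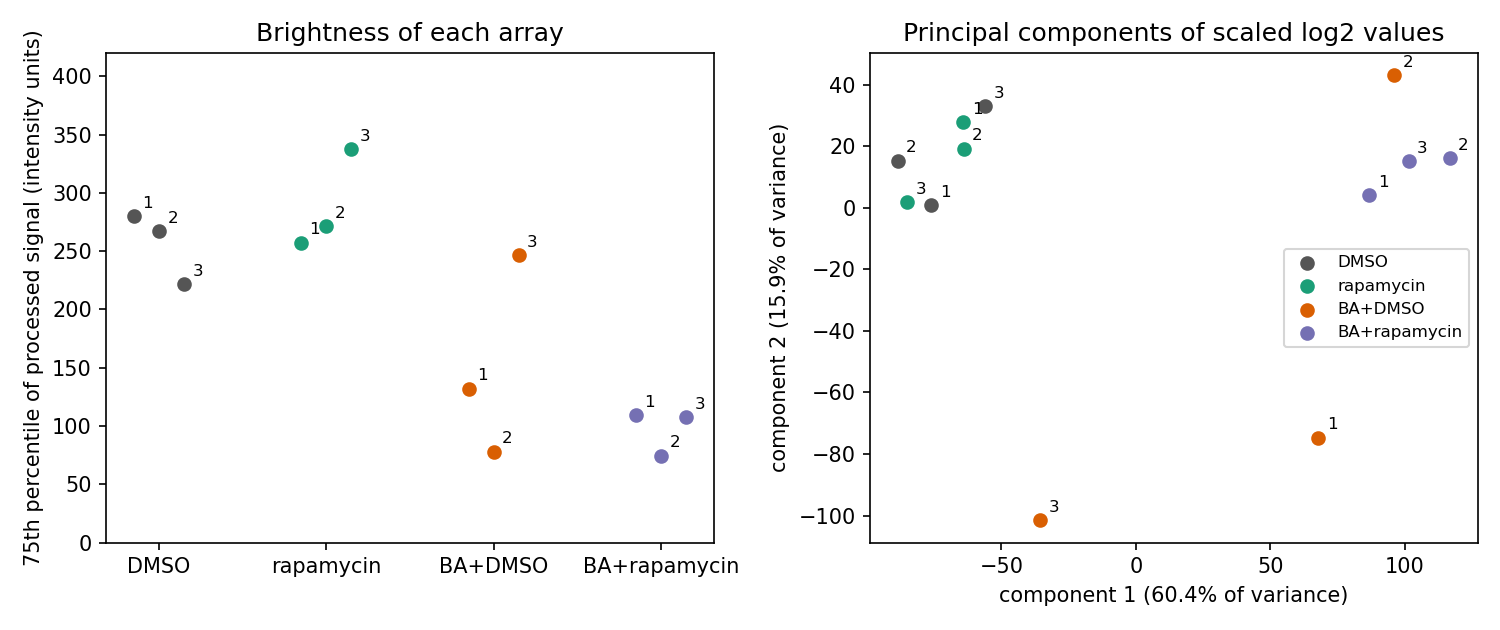
Left, the 75th percentile of processed signal of each array by group, with replicate numbers. Right, the first 2 principal components of scaled log2 values, with 60.4% and 15.9% of the variance, where BA+DMSO replicate 2 lies near the BA+rapamycin arrays.

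The challenge contrast asked which transcripts differed between challenged and unchallenged mice on vehicle. Of 27801 probes tested, 5697 (4904 gene names) were called, 2683 higher and 3014 lower. An unadjusted p under 0.05 was reached by 9804 probes, where 1390 would be expected by chance. The study's rule gave 697 probes, 511 higher and 186 lower. A fixed block for the slide moved the count most as a ratio, to 15 calls, and gene-by-gene array weights moved it most as a difference, to 12803. Without DMSO replicate 2 there were 2051 calls, and without BA+DMSO replicate 3 there were 10574.

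Spp1 (mm9 chromosome 5, 104868502 to 104868561) was at least 24.4-fold higher (limma adjusted p 0.00147), with a log2 value of 0.58 ± 2.14 in BA+DMSO (mean ± SD, n = 3) and no DMSO array well above background. Birc5 and Mxd3, also not well above background in DMSO, were at least 19.9-fold and 12.4-fold higher. Ccl7, measured on all arrays of both groups, was 38.0-fold higher. The largest fall by the naming rule was Atf3 (chromosome 1, 192994547 to 192994606), with 4.50 ± 0.092 in DMSO and -0.60 ± 0.38 in BA+DMSO, a difference of -5.10 (SE 0.50, limma adjusted p 0.00025). Hspa1a (-3.78) was also lower, as were Kcnc4 (-3.86) and Fos (-3.39), each well above background on 2 of 3 BA+DMSO arrays, and Cyp2b10 was at least 4.66-fold lower. Kcnc4 kept its call under 20 of its 26 alternatives.

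Whether rapamycin changed the challenged aorta was asked by BA+rapamycin minus BA+DMSO. It gave 78 called probes (75 gene names), 20 higher and 58 lower, with 5585 at an unadjusted p under 0.05. The study's rule gave 48, 18 higher and 30 lower. A single array decided this count, since without BA+DMSO replicate 2 there were 11092 calls, 4833 higher and 6259 lower. Without BA+DMSO replicate 1 there were 224, and without replicate 3 there were 34.

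**Figure D2:**
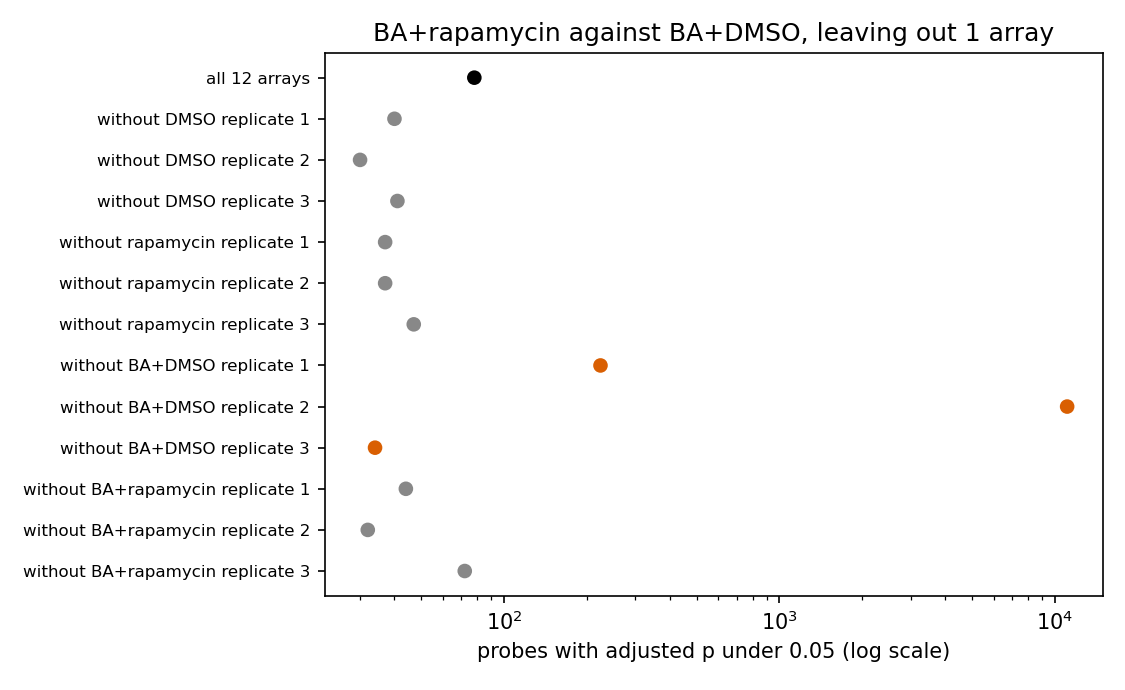
Probes called for BA+rapamycin against BA+DMSO with all 12 arrays and with each array left out, on a log axis. The count lies between 30 and 224 except without BA+DMSO replicate 2, where it is 11092.

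Il11 had the largest rise among called probes that met the naming rule (chromosome 7, 4724847 to 4724906), from -1.17 ± 0.52 in BA+DMSO to 1.81 ± 0.84 in BA+rapamycin (mean ± SD, n = 3), a difference of 2.98 (SE 0.42, limma adjusted p 0.0196). Tmem190 was at least 2.61-fold higher, and Alpl (2.41) and Pappa2 (2.29) were higher. Cck (chromosome 9, 121398943 to 121399002) was at least 4.84-fold lower (limma adjusted p 0.00617), with no BA+rapamycin array well above background. Ccrl1, Slc40a1 and Cmpk2, with none either, were at least 2.67-fold, 1.86-fold and 3.03-fold lower. Colec11, well above background on 1 of 3 BA+rapamycin arrays, differed by -2.69. Cmpk2 kept its call under 8 of 26 alternatives.

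Of the 2683 probes raised by the challenge, 44.2% were lower in BA+rapamycin than in BA+DMSO. Simulated draws with no effect of rapamycin gave a median of 50.3% (22.7% to 74.0%), and 65 of 100 were as high. Of the 3014 lowered probes, 33.7% were higher in BA+rapamycin, against 48.6% (19.9% to 87.7%) and 77 of 100 draws. Neither share exceeded what the draws gave. Without BA+DMSO replicate 2, the shares were 65.6% and 53.3%. The draws were centred on the observed BA+DMSO means, by which the probes were also chosen. They therefore share the chance error of those means, and independent arrays with no effect of rapamycin would tend to turn back more. Shares above the medians of the draws, also those without BA+DMSO replicate 2, can thus arise without such an effect.

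Rapamycin alone addressed the drug's effect in unchallenged mice. A single probe was called, Frat2 (chromosome 19, 41920708 to 41920767), at -2.52 ± 0.19 in DMSO and -0.63 ± 0.27 in rapamycin (mean ± SD, n = 3), a difference of 1.89 (SE 0.20, limma adjusted p 0.0442). It kept its call under 8 of 26 alternatives. An unadjusted p under 0.05 was reached by 1187 probes, where 1390 would be expected by chance, and the study's rule gave 6. A fit of only the DMSO and rapamycin arrays gave 4077 such probes. Other settings gave from 450 with the slide as a fixed block to 5089 with gene-by-gene array weights, and 6342 with array weights that did not converge. Gene-by-gene array weights gave 535 calls. The main fit shared the spread of a probe over all groups, and arrays correlated less within BA+DMSO (0.912 to 0.961) than within DMSO or rapamycin. A shared spread can then be too wide for the unchallenged groups. The count below chance therefore does not show that rapamycin alone had no effect.

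The challenge under rapamycin asked the question of the challenge in mice given the drug. It gave 11602 called probes (9614 gene names), 5244 higher and 6358 lower, and 1428 by the study's rule. With the brightness covariate there were 1786, of which 1183 were among the 11602. Il6, Ncoa7 and Spp1 were at least 104-fold, 74.1-fold and 43.4-fold higher, Cxcl14, well above background on 1 of 3 rapamycin arrays, differed by 6.50, and Pabpc1l2b-ps was at least 20.04-fold higher. With the brightness covariate Ncoa7 differed by -0.98 (adjusted p 0.769). Kcnc4 (-5.04) and Klf15 (-4.66), each well above background on 1 of 3 BA+rapamycin arrays, were lower, and Olfr224, Pgr and Phex were at least 8.64-fold, 4.74-fold and 6.21-fold lower. The calls of this contrast and of the challenge are not shown to differ by their number alone.

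The interaction tested whether rapamycin's change differed between challenged and unchallenged mice. Limma called 0 probes, with 1702 at an unadjusted p under 0.05 and a smallest adjusted p of 0.308. Without BA+DMSO replicate 2 there were 3058 calls.

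The study describes sets of genes for the cell cycle, inflammation and muscle development, and lists for these were tested. For the challenge, the median log2 difference was 3.17 for the cell cycle list (82 of 122 genes tested, 78 higher, adjusted camera p 1.41e-36), 2.00 for inflammation (86 of 121, 80 higher, 3.78e-27), -0.89 for smooth muscle (44 of 45, 5 higher, 1.41e-07) and -0.74 for striated muscle (39 of 60, 9 higher, 0.041). Members with large changes were Melk, at least 17.0-fold higher, Ccl2 (5.17), Synpo2 (-2.58) and Mybpc2 (-2.87, well above background on 2 of 3 BA+DMSO arrays). For rapamycin under challenge, the cell cycle median was -1.21 (1 of 82 higher, adjusted p 4.06e-20), inflammation 0.13 (0.0473), smooth muscle 0.047 (0.793) and striated muscle 0.52 (0.0148). The mean of the smooth muscle list was -0.0066, opposite in sign to its median. No member of the cell cycle list was called there by limma. For rapamycin alone the medians were -0.38 (3.36e-09), 0.38 (1.35e-12), -0.079 (0.221) and -0.45 (0.00018) in the same order. For the interaction they were -0.71 (2.67e-09), -0.33 (0.0473), 0.032 (0.331) and 0.71 (5.93e-06). For the challenge under rapamycin they were 2.33, 1.62, -0.85 and 0.67, with adjusted p values of 3.34e-17, 3.62e-17, 0.000213 and 0.274. Of the 16 tests other than these last 4, 3 held under fry, those of the cell cycle, inflammation and smooth muscle lists for the challenge, and 0 held under an estimated correlation.

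Per array, the cell cycle score was 3.18 ± 1.09 in BA+DMSO and 2.01 ± 0.10 in BA+rapamycin (mean ± SD, n = 3), against -0.39 ± 0.036 in rapamycin. Scores of BA+DMSO and DMSO did not overlap for the cell cycle, inflammation and smooth muscle lists (exact permutation p 0.1 each, the smallest that 3 against 3 arrays allow). BA+rapamycin and BA+DMSO overlapped on all 4 lists, with exact permutation p values of 0.3, 0.7, 1 and 0.5.

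**Figure D3:**
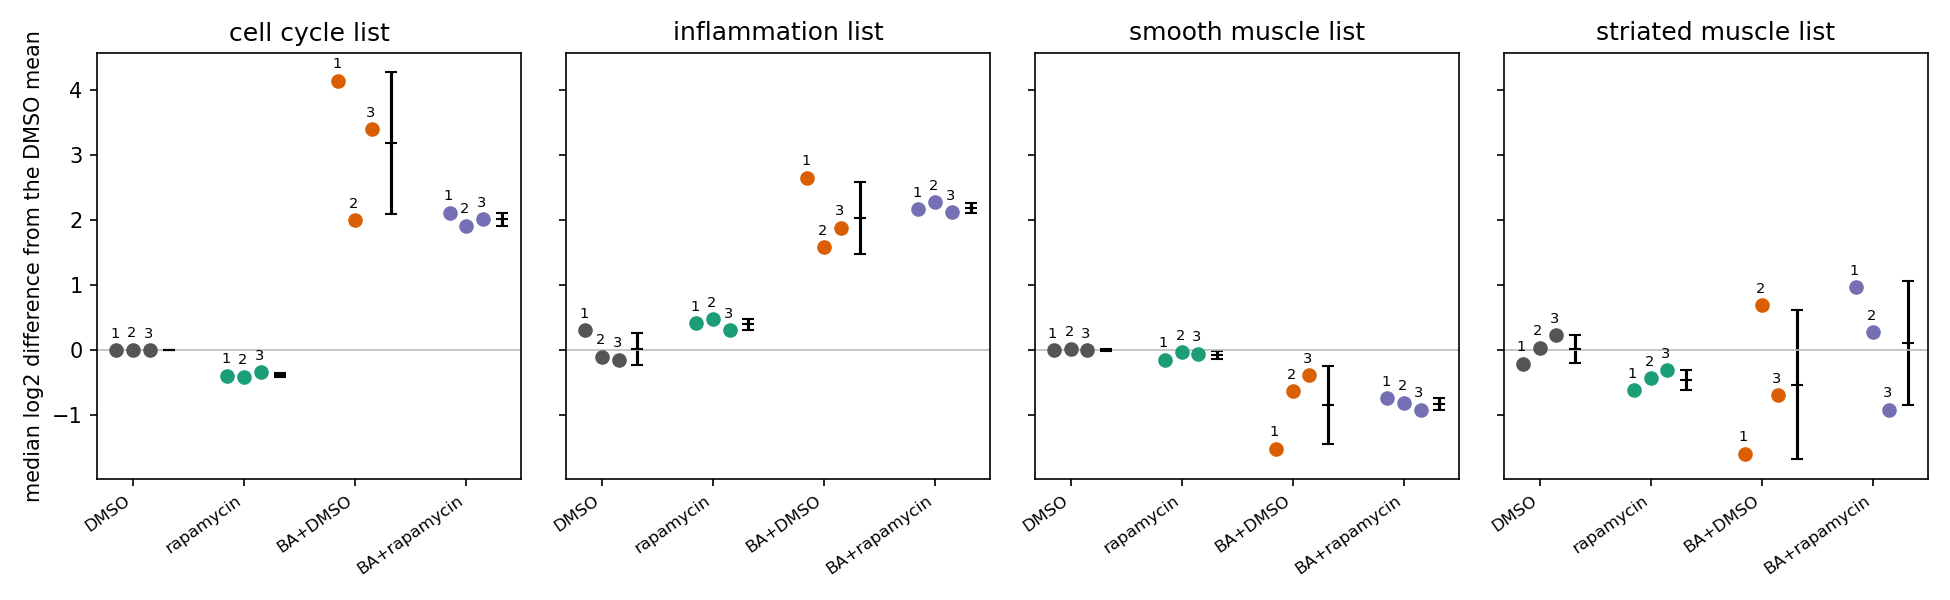
Scores of the 4 lists on each array, as the median log2 difference from the DMSO mean, with the mean and SD of each group. BA+DMSO ranges from 1.99 to 4.14 on the cell cycle list, and BA+rapamycin from 1.91 to 2.11.

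A list of genes was made from the proteins and cell markers of the paper's blots and stains. Mtor and Egfr, which the paper names as targets of its inhibitors but did not blot or stain, were also in it. Of its 19 genes, 10 were called for the challenge, and 10 also when adjusted over the list alone. Mki67 (4.31), Aif1 (2.31), Tnc (2.08), Ly6g (1.87), Ptprc (1.79), Cd3e (0.92) and Stat3 (0.72) were higher, and Mtor (-1.27), Myh10 (-1.16) and Mapk9 (-0.58) were lower. These values are of 1 probe per gene. Other tested probes were not called for Stat3 (0.19, adjusted p 0.578), Mtor (-0.51, 0.533) and Mapk9 (0.21, 0.574), and 1 of 4 probes of Akt2 was called (-1.22, 0.0272). Stat3 kept its call under 5 of 15 alternatives and Mapk9 under 3 of 15. For rapamycin under challenge, rapamycin alone and the interaction, limma called 0 of the 19 under both adjustments. Mki67 differed by -1.18 under challenge (adjusted p 0.167, adjusted over the list alone 0.0832). Without BA+DMSO replicate 2, 10 of the 19 were called for rapamycin under challenge.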

Values the study reported

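The paper reports 1,221 non-redundant genes from its combined data sets at p < 0.01 and a fold change of >4 or <0.25. It reports aortic dissection in 69.4% of challenged mice given vehicle and in 20.0% of those given rapamycin. These are from its preventive protocol, with treatment from the start of the challenge, and a later start of rapamycin was a separate experiment. Dissection was counted later than day 3, the day of the arrays.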

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

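The tests in this part that were chosen only after the result was seen are the brightness covariate, the removal of BA+DMSO replicate 1 and the redraws within each background. The splits of the samples and the test for carried-over striated muscle were planned.

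For 3 lists, rapamycin's change under challenge differed from its change in unchallenged mice by the interaction test (camera). The median interaction was -0.71 for the cell cycle list (adjusted p 2.67e-09), -0.33 for the inflammation list (adjusted p 0.0473) and 0.71 for the striated muscle list (adjusted p 5.93e-06). Over the alternatives, the adjusted p values ranged from 1.24e-25 to 0.587, from 7.63e-06 to 0.996 and from 2.66e-24 to 0.449. None of the 3 passed with fry (0.462, 0.633 and 0.324) or with an estimated correlation. Of 100 splits of the samples, 76, 77 and 24 gave a median as large. These splits also exchanged arrays between challenged and unchallenged mice, so the challenge can enlarge their medians and these counts decide nothing. When arrays were redrawn only within challenged and within unchallenged mice, 45, 34 and 18 of 100 draws gave a median as large. Chance can therefore not be excluded.

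For the cell cycle and inflammation lists, BA+DMSO replicate 1 had the highest score of its group, 4.14 and 2.65. Without it, the interaction medians were -0.26 and 0.017, but leaving out the highest array moves them upward by construction, so this decides nothing. Without BA+DMSO replicate 2, which had the lowest scores, they were -1.27 and -0.49. The cell cycle list kept its sign and its call under 29 of 31 alternatives, all but fry and the estimated correlation, and the inflammation list under 15 of 31. Those 29 all used camera with the preset inter-gene correlation, far below the median within-group correlation of 0.821 among the cell cycle genes. They therefore do not test that setting. Some cell cycle genes, such as Ckap2 and Melk, were well above background on no unchallenged array, while others, such as Mad2l1, were on all. A fall with rapamycin alone can be hidden in the dim genes, which can make the interaction more negative. The list kept its sign and call under the filter that required signal on every array, so dim probes alone do not explain the camera call. With the brightness covariate the cell cycle median was -0.23 and stayed past the threshold. This covariate is partly collinear with the groups, so brightness and rapamycin cannot be told apart here.

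For the striated muscle list, muscle carried into some samples may explain part of the difference. Its genes had a median within-group correlation of 0.342, above 95% of random lists, which is the outcome planned for that explanation. The other 3 lists of the report also passed this bound, so the test does not separate the explanations. Scores ranged from -1.60 to 0.68 within BA+DMSO and from -0.92 to 0.96 within BA+rapamycin. A difference in the response to rapamycin between challenged and unchallenged mice stays open for all 3 lists.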

How the results depend on the processing

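The tests in this part that were chosen only after the result was seen are the scaling to the 75th percentile over detected probes, the spike-in scaling, cyclic loess, the removal of the probe GC trend, the gene-by-gene array weights and the brightness covariate. The other alternatives were fixed before the data were examined. Counts are probes called by limma or past the study's rule, with rises and falls in brackets. List values are median log2 differences with the adjusted camera p in brackets, except where fry or an estimated correlation is named. Where no cause is given for a change, the cause was not tested.

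Against 5697 challenge calls, the alternatives gave 15 to 12803, and 18 of 29 stayed within 1.5 times. The 78 calls for rapamycin under challenge ranged from 0 to 11092, and 3 of 29 did. The cell cycle, inflammation and smooth muscle lists kept their direction and their call for the challenge under 30 of 31 alternatives each. Their medians ranged from 2.00 to 3.97, from 0.99 to 2.55 and from -1.91 to -0.48. The exception in each case was camera with an estimated correlation. The cell cycle list for rapamycin under challenge kept both under 29 of 31 alternatives, with medians of -1.95 to -0.72 and adjusted p values of 6.13e-39 to 0.449. Of the 41 named single-gene results, tried 963 times in all, 821 kept direction and call, 141 lost the call and 1 changed sign.

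Quantile normalization between arrays replaced the 75th percentile and moved the median of all probes to -0.10 for the challenge and -0.18 for the challenge under rapamycin. Calls were 223 (40 up, 183 down) for rapamycin under challenge and 0 (1086 at unadjusted p under 0.05) for rapamycin alone, and the study's rule gave 701 (431 up, 270 down) for the challenge, 105 (15 up, 90 down) for rapamycin under challenge and 1780 (862 up, 918 down) for the challenge under rapamycin. Lists no longer past the threshold were striated muscle for the challenge at -0.70 (0.0789) and inflammation for the interaction at -0.25 (0.222). The sign changed for smooth muscle for rapamycin under challenge at -0.065 (0.967). The turned-back share was 44.9% of raised probes. The deposited matrix, which holds quantile-normalized values, gave similar values. There were calls of 222 (40 up, 182 down) for rapamycin under challenge and 0 (1082 at unadjusted p under 0.05) for rapamycin alone, and the study's rule gave 738 (445 up, 293 down) for the challenge, 129 (20 up, 109 down) for rapamycin under challenge and 1877 (900 up, 977 down) for the challenge under rapamycin. The threshold was no longer passed by striated muscle for the challenge at -0.72 (0.0792) and inflammation for the interaction at -0.26 (0.214). A change of sign was seen for smooth muscle for rapamycin under challenge at -0.059 (0.956). Turned back were 44.9% of raised probes. Cyclic loess was a further normalization. Probes called were 0 (1343 at unadjusted p under 0.05) for rapamycin alone, and the study's rule gave 57 (14 up, 43 down) for rapamycin under challenge. Calls were lost for inflammation for rapamycin under challenge at 0.17 (0.0639). Signs turned for smooth muscle for rapamycin under challenge at -0.057 (0.639). A turned-back share of 46.0% of raised probes resulted.

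Normexp background correction with an offset of 50 compresses dim signals by construction, which lowers the number of large fold changes. The median of all probes moved to 0.14 for the challenge under rapamycin. Called probes numbered 11 (4 up, 7 down) for rapamycin under challenge, 0 (992 at unadjusted p under 0.05) for rapamycin alone and 17357 (10272 up, 7085 down) for the challenge under rapamycin, and the study's rule gave 184 (138 up, 46 down) for the challenge, 5 (3 up, 2 down) for rapamycin under challenge, 2 (2 up, 0 down) for rapamycin alone and 450 (282 up, 168 down) for the challenge under rapamycin. A call was no longer made for striated muscle for the challenge at -0.31 (0.0628), inflammation for rapamycin under challenge at 0.097 (0.105) and inflammation for the interaction at -0.12 (0.182). The sign changed for smooth muscle for rapamycin under challenge at -0.087 (0.199) and smooth muscle for the interaction at -0.11 (0.323). Turned back were 36.9% of raised probes and 25.04% of lowered probes. Without the filter, all 55675 probes were tested. The median log2 difference of all probes then moved to 0.43 for the challenge, 0.36 for rapamycin under challenge, 0.85 for the challenge under rapamycin and 0.33 for the interaction. Calls were 4257 (2766 up, 1491 down) for the challenge, 21 (7 up, 14 down) for rapamycin under challenge, 0 (1605 at unadjusted p under 0.05) for rapamycin alone and 29650 (23665 up, 5985 down) for the challenge under rapamycin, and the study's rule gave 103 (66 up, 37 down) for rapamycin under challenge, 20 (9 up, 11 down) for rapamycin alone and 2858 (2436 up, 422 down) for the challenge under rapamycin. Lists no longer past the threshold were inflammation for rapamycin under challenge at 0.23 (0.625) and striated muscle for rapamycin under challenge at 0.54 (0.0803). The turned-back share was 48.3% of raised probes. With the stricter filter, 20355 probes were tested, so that every probe dim on any array was left out. There were calls of 38 (8 up, 30 down) for rapamycin under challenge and 0 (926 at unadjusted p under 0.05) for rapamycin alone, and the study's rule gave 326 (269 up, 57 down) for the challenge, 10 (5 up, 5 down) for rapamycin under challenge, 3 (3 up, 0 down) for rapamycin alone and 795 (614 up, 181 down) for the challenge under rapamycin. The threshold was no longer passed by striated muscle for the challenge at -0.57 (0.203), inflammation for rapamycin under challenge at 0.12 (0.0866) and striated muscle for rapamycin under challenge at 0.51 (0.0525). Turned back were 42.7% of raised probes and 29.2% of lowered probes.

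The planned array weights came from an estimate that did not converge and gave BA+DMSO replicate 1 a weight of 0.00280. Its values were not relied on. Probes called were 112 (97 up, 15 down) for the challenge, 0 (2782 at unadjusted p under 0.05) for rapamycin under challenge, 1512 (777 up, 735 down) for rapamycin alone and 18256 (8277 up, 9979 down) for the challenge under rapamycin, and the study's rule gave 316 (265 up, 51 down) for the challenge and 11 (6 up, 5 down) for rapamycin alone. Calls were lost for striated muscle for rapamycin under challenge at 0.45 (0.435) and inflammation for the interaction at -0.13 (0.996). Newly past it were smooth muscle for rapamycin alone at -0.10 (0.0399). The sign changed for smooth muscle for rapamycin under challenge at -0.27 (0.00358) and smooth muscle for the interaction at -0.19 (0.0155). A turned-back share of 73.2% of raised probes and 13.3% of lowered probes resulted. A gene-by-gene estimate, added for that reason, gave BA+DMSO replicates 2 and 3 weights of 0.108 and 0.203. Called probes numbered 12803 (5511 up, 7292 down) for the challenge, 7094 (3028 up, 4066 down) for rapamycin under challenge, 535 (291 up, 244 down) for rapamycin alone, 17545 (7969 up, 9576 down) for the challenge under rapamycin and 929 (369 up, 560 down) for the interaction, and the study's rule gave 1451 (904 up, 547 down) for the challenge, 173 (69 up, 104 down) for rapamycin under challenge and 11 (6 up, 5 down) for rapamycin alone. A call was gained for smooth muscle for rapamycin under challenge at 0.33 (0.000142) and smooth muscle for the interaction at 0.45 (3.01e-06). A change of sign was seen for inflammation for rapamycin under challenge at -0.29 (0.137). Turned back were 51.1% of raised probes and 55.1% of lowered probes. Without moderation of the spread across probes, only the counts of calls were recomputed. Calls were 307 (199 up, 108 down) for rapamycin under challenge and 5 (4 up, 1 down) for rapamycin alone.

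With the slide as a fixed block, the slide effect rested on rapamycin replicate 1 alone, since the other groups each lie on 1 slide. There were calls of 15 (13 up, 2 down) for the challenge, 37 (11 up, 26 down) for rapamycin under challenge and 0 (450 at unadjusted p under 0.05) for rapamycin alone, and the study's rule gave 444 (343 up, 101 down) for the challenge and 19 (4 up, 15 down) for rapamycin alone. The threshold was no longer passed by striated muscle for the challenge at -0.46 (0.142), inflammation for rapamycin under challenge at 0.13 (0.055) and inflammation for the interaction at -0.20 (0.116). Turned back were 61.5% of raised probes and 100% of lowered probes. Of the study protein genes, 0 were called for the challenge. With the slide as a random block, the consensus correlation was -0.133. Probes called were 10270 (4541 up, 5729 down) for the challenge, and the study's rule gave 11 (7 up, 4 down) for rapamycin alone. A turned-back share of 41.7% of raised probes resulted. With the date in the sample titles as a random block, the consensus correlation was 0.496. BA+DMSO replicates 2 and 3 have no date and each formed a block. Called probes numbered 458 (164 up, 294 down) for rapamycin under challenge and 8 (5 up, 3 down) for rapamycin alone, and the study's rule gave 78 (31 up, 47 down) for rapamycin under challenge and 13 (6 up, 7 down) for rapamycin alone. A call was gained for smooth muscle for the interaction at 0.20 (0.0273). Signs turned for inflammation for rapamycin under challenge at -0.035 (0.504). Turned back were 50.3% of raised probes and 42.2% of lowered probes. The 100% rests on 2 lowered probes.

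A fit of only the 2 groups of a contrast has fewer arrays to estimate the spread. Calls were 1244 (753 up, 491 down) for the challenge, 0 (2102 at unadjusted p under 0.05) for rapamycin under challenge and 3 (0 up, 3 down) for rapamycin alone. The turned-back share was 51.9% of raised probes. The mean of all probes of a gene replaced its brightest probe. The threshold was no longer passed by inflammation for rapamycin under challenge at 0.12 (0.0572). For the paired arrays, a fit with a replicate block used the 4 arrays of DMSO and rapamycin that share a date and an animal number in their titles. Probes called were 23 (10 up, 13 down) for rapamycin alone. The same 4 arrays gave 0 calls without the block (3513 at an unadjusted p under 0.05, against 2912 with it). After centring on group means, the correlations across probes were 0.170 and -0.355 in the 2 pairs and -0.0765 and 0.0888 across them. The shared numbers did not go with a shared signal, and the comparison was left unpaired.

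Scaling to the 75th percentile of the 20355 probes detected on all arrays moved the median of all probes for rapamycin under challenge to 0.13. Called probes numbered 473 (327 up, 146 down) for rapamycin under challenge, 0 (1379 at unadjusted p under 0.05) for rapamycin alone and 11507 (6538 up, 4969 down) for the challenge under rapamycin, and the study's rule gave 48 (33 up, 15 down) for rapamycin under challenge and 1574 (1280 up, 294 down) for the challenge under rapamycin. A call was no longer made for inflammation for rapamycin under challenge at 0.27 (0.0923) and striated muscle for rapamycin under challenge at 0.66 (0.0666). Turned back were 39.6% of raised probes and 43.1% of lowered probes. Scaling to the spike-in probes moved the median of all probes to -1.06 for the challenge, -0.76 for rapamycin under challenge, 0.38 for rapamycin alone, -2.23 for the challenge under rapamycin and -1.17 for the interaction. Calls were 2422 (153 up, 2269 down) for the challenge, 0 (3375 at unadjusted p under 0.05) for rapamycin under challenge, 0 (453 at unadjusted p under 0.05) for rapamycin alone and 23954 (231 up, 23723 down) for the challenge under rapamycin, and the study's rule gave 2161 (161 up, 2000 down) for the challenge, 331 (4 up, 327 down) for rapamycin under challenge, 17 (17 up, 0 down) for rapamycin alone and 16519 (106 up, 16413 down) for the challenge under rapamycin. Lists no longer past the threshold were inflammation for the interaction at -1.46 (0.648). A change of sign was seen for inflammation for rapamycin under challenge at -0.62 (0.00225), smooth muscle for rapamycin under challenge at -0.70 (0.731), striated muscle for rapamycin under challenge at -0.23 (6.26e-08), cell cycle for rapamycin alone at 0.0093 (1.54e-20), smooth muscle for rapamycin alone at 0.31 (0.413), smooth muscle for the interaction at -1.10 (0.849) and striated muscle for the interaction at -0.42 (2.66e-24). The turned-back share was 86.3% of raised probes and 9.70% of lowered probes. Those shifts are larger than the list medians they turned. Relative to them, the striated muscle list stayed higher for rapamycin under challenge and for the interaction, and the cell cycle list stayed lower for rapamycin alone.

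The trend of each array on probe GC content was removed. There were calls of 166 (60 up, 106 down) for rapamycin under challenge and 2 (1 up, 1 down) for rapamycin alone. The threshold was no longer passed by inflammation for the interaction at -0.27 (0.0521). Turned back were 48.3% of raised probes. The log2 75th percentile of each array was used as a covariate, which is partly collinear with the groups. Probes called were 5086 (3114 up, 1972 down) for the challenge, 312 (193 up, 119 down) for rapamycin under challenge, 2 (1 up, 1 down) for rapamycin alone and 1786 (1285 up, 501 down) for the challenge under rapamycin, and the study's rule gave 30 (18 up, 12 down) for rapamycin under challenge, 12 (7 up, 5 down) for rapamycin alone and 835 (534 up, 301 down) for the challenge under rapamycin. Calls were lost for striated muscle for rapamycin under challenge at 0.18 (0.161) and inflammation for the interaction at -0.11 (0.0794). A turned-back share of 62.2% of raised probes and 56.7% of lowered probes resulted. Ncoa7 turned to -0.98 for the challenge under rapamycin (adjusted p 0.769). Of the 5086 challenge calls under that covariate, 2931 were among the 5697.

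Camera with an inter-gene correlation estimated from the arrays left the medians as they were and changed only the p. A call was no longer made for cell cycle for the challenge at 3.17 (0.348), inflammation for the challenge at 2.00 (0.195), smooth muscle for the challenge at -0.89 (0.449), striated muscle for the challenge at -0.74 (0.685), cell cycle for rapamycin under challenge at -1.21 (0.449), inflammation for rapamycin under challenge at 0.13 (0.69), striated muscle for rapamycin under challenge at 0.52 (0.633), cell cycle for rapamycin alone at -0.38 (0.587), inflammation for rapamycin alone at 0.38 (0.348), striated muscle for rapamycin alone at -0.45 (0.495), cell cycle for the interaction at -0.71 (0.587), inflammation for the interaction at -0.33 (0.69) and striated muscle for the interaction at 0.71 (0.449). With fry, a rotation test, the cell cycle, inflammation and smooth muscle lists for the challenge stayed past the threshold, and the other 10 of these did not, at the same medians and adjusted p values of 0.107 to 0.633.

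Leaving out each of the 12 arrays in turn left 2 arrays in that group. Challenge calls then ranged from 2051 (without DMSO replicate 2) to 10574 (without BA+DMSO replicate 3), and the study's rule gave 473 to 1266. Calls for rapamycin under challenge ranged from 30 (without DMSO replicate 2) to 11092 (without BA+DMSO replicate 2; 4833 up, 6259 down), and the rule gave 40 to 273. Calls for rapamycin alone ranged from 0 to 4, and the rule gave 6 to 19. Calls for the challenge under rapamycin ranged from 6530 to 15816. Interaction calls ranged from 0 to 3058, the highest without BA+DMSO replicate 2. The study protein genes called ranged from 6 to 10 for the challenge, from 0 to 10 for rapamycin under challenge and from 0 to 2 for the interaction. The last 2 were highest without BA+DMSO replicate 2.

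With 1 array left out, the striated muscle list for the challenge ranged from -1.09 to -0.35. For rapamycin under challenge, the inflammation list ranged from -0.065 (without BA+DMSO replicate 2) to 0.46 (without BA+DMSO replicate 1), smooth muscle from -0.20 (without BA+DMSO replicate 1) to 0.17 and striated muscle from 0.31 to 0.68. For the interaction, the inflammation list ranged from -0.52 to 0.017 (without BA+DMSO replicate 1) and smooth muscle from -0.19 (without the same array) to 0.22. The turned-back share ranged from 41.6% to 65.6% of raised probes and from 30.7% to 53.3% of lowered probes, with both highest values without BA+DMSO replicate 2.

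Signal over background limits these arrays, with 41.2% to 53.1% of probes per array well above it.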

Other observations

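The tests in this part that were chosen only after the result was seen are those for the dim arrays, those with the GC trend removed, the brightness covariate or cyclic loess, and those for a wrong label and for the other arrays of BA+DMSO. The split counts, the slope test for BA+DMSO replicate 2 and the choice of the sterol list were planned.

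The challenged arrays were dimmer. Their mean log2 75th percentile was 6.84 against 8.08 on the unchallenged arrays (difference -1.24, exact permutation p 0.00433, two-sided), with the exception of BA+DMSO replicate 3, which at 7.94 lay within the unchallenged range of 7.79 to 8.40. Spike-in probes were brighter by 0.34 on the challenged arrays (exact permutation p 0.0281), which argues against a lower gain or a weaker hybridisation of the whole array. On slide 2 alone, challenged minus rapamycin arrays came to -1.40, which argues against the slide. Over 930 pairs of probes in the same transcript, the signal of the 3′ probe minus that of the 5′ probe was lower on challenged arrays by a log2 difference of -0.52, where loss of 5′ ends would raise it. The amount and make-up of the RNA stay open, as does the challenge itself.

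Challenge calls differ between settings. With the probe GC trend removed there were 5291, of which 4497 were among the 5697, and with the brightness covariate 5086, of which 2931 were. Neither is therefore the whole cause of the calls, although the brightness covariate changes which probes are called.

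Leaving out BA+DMSO replicate 2 raised the calls for rapamycin under challenge from 78 to 11092, with all 78 among them. Leaving out replicate 1 or 3 gave 224 at most, so the gain does not follow from the loss of any array of that group. Brightness may contribute, since with the covariate and without the array there were 351 calls, the outcome that brightness would give. The covariate also widened the standard error factor from 0.913 to 1.39 there, and cyclic loess without the array still gave 10432 calls, so that test is not decisive. A weaker response of the animal stays open. Its slope along the change from rapamycin to BA+rapamycin was 0.876 (0.798 and 0.291 in replicates 1 and 3), but an array that resembles BA+rapamycin has a high slope there by construction, so this decides nothing. Its cell cycle and inflammation scores were the lowest of the group, as were its matrix (0.31), macrophage (1.37) and interferon (0.55) scores. Its neutrophil (1.23), adipocyte (2.03) and mixed mesothelium, kidney, liver and adrenal (3.10) scores were the highest of the group. On the first principal component the array lay at 96.1, against 67.9 and -35.5 in replicates 1 and 3 and -56.0 or lower in DMSO. A weaker response across all genes is therefore not shown. A wrong label is a further candidate explanation. Mean correlations across probes were taken with BA+rapamycin and with the other BA+DMSO arrays. They were 0.966 and 0.957 for replicate 1 and 0.923 and 0.937 for replicate 3. For replicate 2 they were 0.974 and 0.933. Replicate 1 thus also lay closer to BA+rapamycin, but the gap was wider for replicate 2. Its score over 100 probes changed by rapamycin alone was -0.22, against -0.34 and -0.38 in its group and 0.35 to 0.41 in BA+rapamycin, its ATF4 score was 0.26, against 0.25 and 0.54 in its group and -0.27 to -0.077 in BA+rapamycin, and its erythroid score was 1.34, against 2.68 to 3.23 in BA+rapamycin, which argues against a wrong label. Its sterol score of -0.21 and cell cycle score of 1.99 lay within BA+rapamycin. These values point both ways and leave the label undecided, and no array was removed.

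The sterol synthesis list (23 of 24 genes tested) was lower with rapamycin, by a median of -0.76 alone (adjusted camera p 3.45e-28, fry 0.0251) and -0.56 under challenge (1.23e-05, fry 0.129). With the brightness covariate the medians were -0.84 alone and -0.33 under challenge, and with the GC trend removed they were -0.78 and -0.48, which argues against either as the whole cause. Scores of the unchallenged groups did not overlap (exact permutation p 0.1, the smallest that 3 against 3 arrays allow), while those of the challenged groups did (exact permutation p 0.2). A lower expression of sterol genes under rapamycin is a hypothesis from these data.

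Of 42 tests of the 14 further lists, 19 passed camera and 9 passed fry too. Median log2 differences for the challenge, rapamycin under challenge and rapamycin alone follow in that order. They were 0.35, -0.56 and -0.76 for sterol synthesis, 0.27, -0.57 and -0.080 for ATF4 targets, 0.83, 0.15 and 0.0053 for matrix, -0.22, -0.46 and -0.41 for brown adipocyte and 1.22, -0.28 and 0.0071 for adipocyte. They were 1.82, 0.96 and 1.34 for erythroid, 0.39, -0.027 and -0.037 for nerve, 0.11, -0.085 and -0.080 for lymphocyte, 0.78, -0.13 and 0.37 for neutrophil and 2.22, -0.38 and 0.52 for macrophage. They were 0.57, 0.11 and 0.30 for endothelial, 1.02, -1.01 and -0.38 for interferon, -0.084, -0.13 and 0.15 for circadian and 2.49, -1.49 and 0.42 for the mixed mesothelium, kidney, liver and adrenal list. The ATF4 list (fry 0.00475) and the interferon list (fry 0.0102) were lower for rapamycin under challenge, with fry's adjusted p in brackets.

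The 6 arrays of a contrast can be split in 10 ways, so that a share under 0.1 cannot arise, and these counts alone cannot exclude chance for a 2-group result. For the challenge, 1 of the 10 splits, the real one, gave as many calls, as many probes by the study's rule and as many study protein genes, and medians as large for the cell cycle, inflammation and smooth muscle lists, and 3 did for striated muscle. The other 9 splits of the challenge gave 0 calls by limma. For rapamycin under challenge, 2 splits gave as many calls, and 2 each did for the study's rule and the cell cycle list. There were 7 for inflammation, 6 for striated muscle, and 10 for smooth muscle. The other split with as many calls (223) put BA+DMSO replicate 2 with BA+rapamycin replicates 1 and 3. For rapamycin alone, 1 split gave as large a result for calls, the rule and each of the 4 lists. For the challenge under rapamycin, 1 split did for calls and 1 for the rule. For the interaction, 97 of 100 splits gave a smooth muscle median as large, but these splits also exchanged arrays between challenged and unchallenged mice. Redraws within each background gave 88 of 100. Where 0 were observed, every split is as large by definition and the count decides nothing. That holds for the interaction calls and protein genes (100 of 100 each) and for the protein genes of rapamycin under challenge and of rapamycin alone (10 of 10 each).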
